A study of Mus musculus with 3 samples. Its data were reported in "The induction of peripheral trained immunity in the pancreas incites anti-tumor activity to control pancreatic cancer progression" (2022).

How the data were processed

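Single-cell RNA sequencing was performed by the authors on live CD45+ cells sorted from the mouse pancreas. There were 3 libraries, 1 each from mice given PBS, mice given WGP 3 days before euthanization (3-day WGP) and mice given WGP 7 days before euthanization (7-day WGP). WGP is a particulate beta-glucan prepared from yeast. Groups were taken from the sample labels. The labels give neither the sex of the mice nor how many mice went into a library.

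The authors made droplet libraries with 10x Genomics 3' chemistry (v3.1) and quantified genes with CellRanger 3.1.0 against the mm10 reference (GRCm38). The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode, with no normalization and no selection of barcodes. Each matrix held 31053 genes and 6794880 barcodes, of which 1088468 had a UMI in PBS, 1378916 in 3-day WGP and 945819 in 7-day WGP. The file headers and the values agreed on this unit. The number of columns of values left unused was 0.

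Cells were called by testing each barcode against the profile of free RNA, with the emptyDrops procedure rewritten in Python. The free RNA profile came from barcodes of at most 100 UMIs, with 10000 Monte Carlo draws and an adjusted p of at most 0.01, and barcodes above the knee of the rank curve were always kept. This called 6939 barcodes in PBS, 5902 in 3-day WGP and 5403 in 7-day WGP. Barcodes with over 30% mitochondrial UMIs were removed (1237, 306 and 602, in that order of libraries), as were those with over 40% ribosomal-protein UMIs (201, 190 and 115), the limits in the methods of the study. This left 5501, 5406 and 4686 barcodes, 15593 in all.

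Doublets were scored in each library with Scrublet, as implemented in scanpy 1.11.5. Its automatic threshold marked 0, 1 and 2 cells, fewer than the loading predicts. The highest scores were therefore removed up to the expected share of 0.8% per 1000 cells. This replacement was chosen after the automatic result was seen, and it removed 224, 191 and 162 cells (4.07%, 3.53% and 3.46%). The final set held 5277, 5215 and 4524 cells, 15016 in all. Kept cells had a median of 4866, 4581 and 6763 UMIs and 1687, 1628 and 2151 genes, and 312, 448 and 383 of them had under 500 UMIs.

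The study's own filter also removed barcodes of high count, at a point of the rank curve of all libraries together. Its methods set this limit at the inflection and count barcodes under the knee as background, although the knee is the higher point of the curve here. The 15593 barcodes within the other limits include 10650 at or below the knee, at 9718 UMIs, and 2752 below the inflection, at 1754 UMIs. The cell number stated by the study, quoted separately, is near the number at or below the knee and far above the other, so it fits a limit at the knee. That limit was run as an alternative.

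Kept cells of all libraries were clustered together with Seurat 5.3.0 and SeuratObject 5.2.0 in R 4.3.3. Counts were transformed with sctransform 0.4.2 on 3000 variable genes, with cell cycle scores and mitochondrial and ribosomal percentages regressed and genes seen in at least 2 cells. Clusters were found from 30 principal components with the Louvain algorithm at a resolution of 0.8, without batch integration. Clusters were named from lists of marker genes, and a class name such as B cell stands for B-cell-like clusters throughout. A cluster took a name when the mean log2 fold of a list was at least 1, with at least 3 markers raised and a margin of 0.5 over the next class. Folds carried a pseudocount of 20 CPM, where CPM is the UMI number of a gene scaled to a common library total.

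Some naming thresholds were set after the clusters were seen. These were the margin of 0.5, the rule that a cluster with a median UMI number under 0.2 of the library median stays unnamed, and leaving the lists of inflammatory monocyte/macrophages and proliferating cells out of the naming. Clusters without a name held 14.7% of kept cells in PBS, 15.9% in 3-day WGP and 17.9% in 7-day WGP. Cluster 2 (mast cell or basophil markers, median 200 UMIs) held 3.83%, 7.31% and 8.07% of the libraries in that order. Cluster 5 (few T cell markers, median 774 UMIs) held 5.93%, 2.59% and 9.55%. Cluster 17 (plasma cell markers, median 756 UMIs) held 0.114%, 4.14% and 0.0442%. Cluster 19 (B cell and T cell markers) held 2.94%, 0.748% and 0.0442%, cluster 23 (few eosinophil markers) held 1.38%, 0.134% and 0.0884%, and cluster 24 (low B cell score) held 0.474%, 0.959% and 0.133%.

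Monocyte/macrophage cells were clustered again in the same way at a resolution of 0.4. Gene values within a class were UMIs summed over the cells of the class in a library, as CPM of that sum. Shares of cells with at least 1 UMI of a gene were computed after each cell was thinned to 1000 UMIs, with shallower cells left out, and again without thinning. For gene lists, the change of a gene was log2 of the ratio of CPM to PBS after 10 CPM was added to both. The median of a list was set beside 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean expression. This percentile is a description of these libraries and no test.

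Shares carry exact (Clopper-Pearson) binomial 95% intervals and UMI sums carry exact Poisson 95% intervals. Log2 ratios of shares carry 95% intervals from the log method, and list medians carry intervals from 1000 resamples of the counts. A UMI count of 0 was read as allowing up to 3 counts, and a share of 0 carries its exact upper limit. With 1 library per group there was no test and no p-value, and every interval covers counting error only, not differences between mice. Intervals of UMI sums treat each UMI as independent, so they also leave out differences between cells and are too narrow for a gene seen in few cells.

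Genes were named by a fixed rule. Chosen genes of monocytes and macrophages were reported in the monocyte/macrophage class. In addition, a size rule applied to each class with at least 100 cells in every library. It took genes with at least 50 CPM in PBS or 7-day WGP and at least 30 UMIs over both, ranked by log2 change from PBS to 7-day WGP and with the same direction at 3 days. The 5 highest and 5 lowest in the monocyte/macrophage class and the 2 highest and 2 lowest in each other class were named. Marker genes of acinar and erythroid cells, immunoglobulin, mitochondrial and ribosomal protein genes, Xist and the chromosome Y genes were left out of the size rule. A gene's position and type were read from GENCODE M21 (GRCm38). Clec7a, on a chosen list, was not analysed here. Aldoa, on the glycolysis list, was left out because its symbol belongs to 2 features, and the list with the summed UMIs of both was added as an alternative after the results were seen. The chosen genes, lists, markers, the size rule and all other alternatives were fixed before the data were examined.

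Cells with an Xist UMI and no UMI of Ddx3y, Eif2s3y, Kdm5d or Uty are called Xist cells, and cells with a UMI of these chromosome Y genes and none of Xist are called Y cells. Because the mix of these cells differed between libraries, class shares were recomputed within each kind. Chosen genes, gene lists and genes of the size rule were recomputed within Xist cells of the monocyte/macrophage class only.

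Alternatives changed 1 choice at a time. For cells, they were a minimum of 1000 UMIs in place of the free RNA test, no doublet removal, the upper count limit at the knee in place of Scrublet, and a mitochondrial limit of 10%. For classes, they were resolutions of 0.4 and 1.6, log-normalized values with 2000 variable genes and no regression, and each library clustered on its own. For sub-clusters, resolutions of 0.2 and 0.8 were tried. For gene values, they were subtraction of expected free RNA, TMM factors from edgeR 4.0.16, the mean of each cell's CPM, and pseudocounts of 1 and 50 CPM. The size rule was also run with a minimum of 200 CPM and with no minimum, the shares of cells with a UMI with no thinning and with 2000 UMIs, and the free RNA profile with barcodes of at most 50 UMIs.

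The calculations across genes were tested on simulated data over 31053 genes. On the PBS library, cell calling took 0.1% of 1000 simulated barcodes without cells and 99.6% of 500 simulated cells. For 7-day WGP against PBS, 97.5% of 200 simulated changed genes were among the 100 highest and 100 lowest of the size ranking. For the same comparison, 2.5% of 200 simulated unchanged lists lay outside percentiles 2.5 to 97.5, and 100% of 50 simulated changed lists lay above the upper limit. Simulated genes and lists were independent counts around the summed PBS profile, with the same size of fold for every changed gene. They held no difference between cells or clusters, so they do not show how the real comparison performs. Simulated cell calling used fewer Monte Carlo draws and not the rule for barcodes above the knee. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and numba 0.67.0, and plots used matplotlib 3.10.9.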

Results

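Gene expression was measured by the authors in single live CD45+ cells sorted from mouse pancreas, with 1 library each from PBS mice and from mice 3 or 7 days after WGP. The libraries held 52464690 UMIs (PBS), 56849043 UMIs (3-day WGP) and 48219246 UMIs (7-day WGP) over all barcodes. After filtering, 5277 PBS cells, 5215 3-day WGP cells and 4524 7-day WGP cells remained, with 41967418, 48941287 and 38726394 UMIs. The median cell had 4866 UMIs in PBS, 4581 in 3-day WGP and 6763 in 7-day WGP. There were no replicates, so no difference below has a replicate check, no test was made, and intervals are 95% intervals that cover counting error only. Where 3 values are listed they are PBS, 3-day WGP and 7-day WGP, and where 2 are listed they are 3 and 7 days against PBS.

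The labels do not state the sex of the mice, so sex-linked transcripts were examined before the groups were compared. Xist (ENSMUSG00000086503, a lincRNA at chromosome X, 103460366 to 103483254) is expressed in female cells, and Ddx3y (ENSMUSG00000069045) and 3 other chromosome Y genes in male cells. Among cells with at least 5000 UMIs, which were 2600, 2470 and 2779, those with Xist and no Y transcript were 61.8% (59.9 to 63.7%), 12.8% (11.5 to 14.1%) and 33.2% (31.5 to 35.0%). Y transcripts without Xist were seen in 29.7%, 63.8% and 48.8% of these cells, both in 0.154%, 1.78% and 1.98%, and neither in 8.35%, 21.6% and 16.05%. Over all kept cells there were 1964, 415 and 1163 Xist cells and 1631, 2424 and 1817 Y cells.

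The mix of Xist and Y cells differed between cell classes as well as between libraries. In the monocyte/macrophage class, Xist cells were 98.8%, 13.95% and 49.6% of the cells with a sex-linked transcript, from 758 Xist and 9 Y cells, 78 and 481, and 558 and 568. In the B cell class they were 26.0%, 25.0% and 26.2%. Comparisons of class shares were therefore repeated within Xist cells and within Y cells, although a monocyte/macrophage share within Y cells rests on 9 PBS cells. Chosen genes, gene lists and genes of the size rule were repeated within Xist cells of the monocyte/macrophage class only.

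Free RNA was measured in barcodes of at most 100 UMIs, as CPM of those barcodes. Acinar cell markers were at 16244 (16120.2 to 16369), 8902 (8809 to 8996) and 16191 (16075 to 16307) CPM. Erythroid cell markers were at 12011, 7305 and 7019 CPM, Xist at 435, 138 and 181, and the chromosome Y genes at 55.3, 100.2 and 111. Arg1 and Lyz2 were at 12.9, 163.4 and 191 CPM and 4281, 7356 and 10488 CPM, and the insulin genes at 221, 17.3 and 135 CPM. Free Arg1 RNA of PBS cannot be ascribed to macrophages, since only 183 of the 890 Arg1 UMIs in kept PBS cells were in the monocyte/macrophage class. With barcodes of at most 50 UMIs, the acinar value for PBS moved most in absolute CPM, to 14451 CPM. From the acinar genes, free RNA was estimated at 1.07%, 1.66% and 0.926% of the UMIs in B, T and NK cells.

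The comparison of cell class shares asked which populations of the sorted CD45+ cells changed in frequency after WGP. Shares are of the kept cells of a library, so they depend on the CD45+ sort, and a rise of 1 class lowers the others. The B cell class was 34.7% (33.4 to 36.02%), 14.4% (13.4 to 15.4%) and 10.3% (9.41 to 11.2%) of cells, with log2 ratios of -1.27 (-1.38 to -1.16) and -1.76 (-1.89 to -1.62). The monocyte/macrophage class was 15.3% (14.4 to 16.3%), 14.2% (13.3 to 15.2%) and 31.1% (29.7 to 32.4%). Its 3-day ratio of -0.11 (-0.24 to 0.03) was not distinguishable from 0 at this depth, and its 7-day ratio was 1.018 (0.91 to 1.13). Of the alternatives tried, the upper count limit at the knee moved a class ratio most, for plasma cells at 3 days from 1.19 to 3.89.

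**Figure D1:**
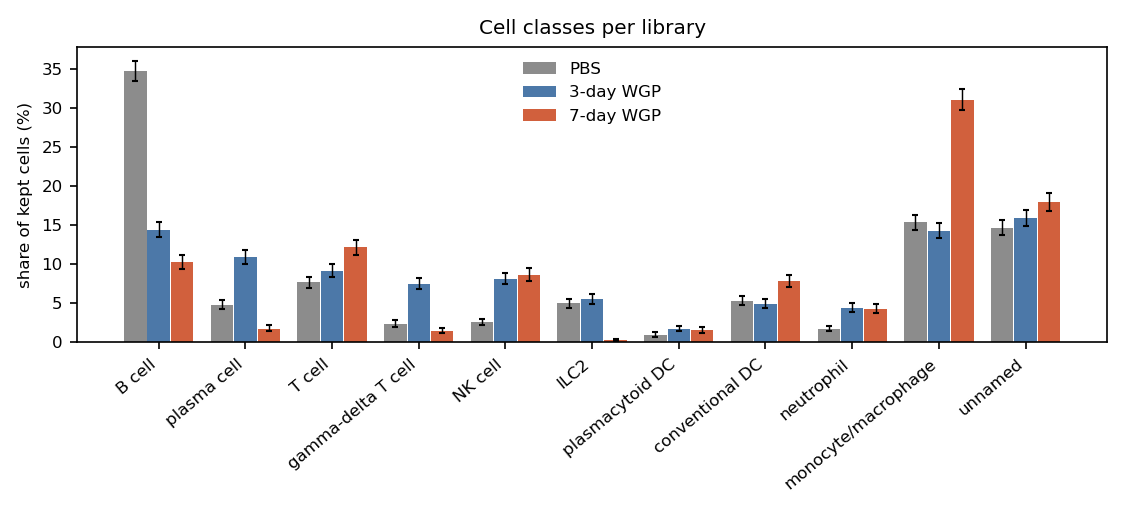
Share of kept cells (%) on the vertical axis for each cell class in the PBS, 3-day WGP and 7-day WGP libraries, with bars for 1 library each and exact binomial 95% intervals. The B cell class was 34.7%, 14.4% and 10.3% and the monocyte/macrophage class 15.3%, 14.2% and 31.1%.

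NK cells were 2.52%, 8.09% and 8.58% of cells, with log2 ratios of 1.68 (1.41 to 1.959) and 1.77 (1.49 to 2.05). Neutrophils were 1.67%, 4.37% and 4.27%, with ratios of 1.39 (1.04 to 1.74) and 1.36 (0.996 to 1.71). ILC2 were 4.95%, 5.45% and 0.243%, with 11 cells at 7 days, and had ratios of 0.14 (-0.10 to 0.37) and -4.35 (-5.21 to -3.48), so that the 3-day difference was within counting error. Plasma cells and gamma-delta T cells moved in opposite directions at the 2 times. Plasma cells were 4.76% (4.20 to 5.37%), 10.9% (10.04 to 11.7%) and 1.70% (1.35 to 2.12%), with ratios of 1.19 (0.99 to 1.3999) and -1.48 (-1.85 to -1.12). Gamma-delta T cells were 2.31% (1.92 to 2.75%), 7.44% (6.74 to 8.19%) and 1.41% (1.09 to 1.80%), with ratios of 1.69 (1.398 to 1.97) and -0.71 (-1.14 to -0.28).

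Conventional DCs were 5.31%, 4.87% and 7.76%, with ratios of -0.12 (-0.36 to 0.12) and 0.55 (0.33 to 0.77). Plasmacytoid DCs were 0.929%, 1.67% and 1.503%, with ratios of 0.85 (0.34 to 1.35) and 0.69 (0.17 to 1.22), and their 7-day ratio was -0.88 when each library was clustered on its own. T cells were 7.64%, 9.13% and 12.1%, with ratios of 0.26 (0.07 to 0.44) and 0.67 (0.49 to 0.84). The 3-day T cell ratio kept its sign in 4 of 8 alternatives and was -0.25 when each library was clustered on its own. The 7-day ratio kept its sign in 8 of 8, but lay below its interval in 4, at 0.047 when each library was clustered on its own. Cells other than the sorted CD45+ cells were also present. Acinar cells were 2.41%, 0.901% and 0.420%, endothelial cells 1.497%, 0.940% and 0.973%, fibroblasts 0.493%, 0.499% and 0.199% and erythroid cells 0.815%, 1.28% and 1.57%. No cluster was named mast cell, basophil or eosinophil.

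Within Xist cells and within Y cells, several class ratios took another direction. The B cell ratios were 0.77 (0.48 to 1.05) and -1.006 (-1.33 to -0.68) in Xist cells and -1.97 (-2.13 to -1.81) and -1.93 (-2.11 to -1.75) in Y cells, so the fall at 3 days did not hold in Xist cells. The monocyte/macrophage ratios were -1.04 (-1.34 to -0.74) and 0.31 (0.20 to 0.43) in Xist cells. In Y cells they were 5.17 (4.22 to 6.12) and 5.82 (4.88 to 6.77), against a PBS share of 0.552%. Conventional DCs fell in Xist cells, with ratios of -1.37 (-2.07 to -0.67) and -0.60 (-0.96 to -0.25), and rose in Y cells, with 1.14 (0.70 to 1.58) and 1.80 (1.37 to 2.23). T cells had 1.74 (1.37 to 2.10) and 1.08 (0.75 to 1.398) in Xist cells, and -0.13 (-0.44 to 0.18) and 0.84 (0.56 to 1.13) in Y cells.

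NK cells had ratios of 0.34 (-0.47 to 1.15) and 1.72 (1.26 to 2.17) in Xist cells and 1.83 (1.34 to 2.31) and 2.11 (1.62 to 2.59) in Y cells. Plasma cells had 0.56 (-0.07 to 1.19) and -4.57 (-6.59 to -2.54) in Xist cells, with 2 cells at 7 days, and 0.99 (0.73 to 1.24) and -1.30 (-1.70 to -0.89) in Y cells. Gamma-delta T cells had 0.35 (-0.84 to 1.54) and -0.24 (-1.20 to 0.71) in Xist cells, neither distinguishable from 0, and 1.44 (1.002 to 1.87) and -0.66 (-1.27 to -0.05) in Y cells. ILC2 had -2.10 (-3.54 to -0.66) and -3.999 (-5.66 to -2.34) in Xist cells and 0.02 (-0.37 to 0.41) and -4.53 (-5.98 to -3.09) in Y cells. Neutrophils had 1.04 (-0.02 to 2.10) and 0.40 (-0.48 to 1.29) in Xist cells and 3.097 (1.99 to 4.20) and 2.53 (1.38 to 3.67) in Y cells, the latter from 7 PBS cells. Plasmacytoid DCs had 1.76 (0.11 to 3.41) and 0.95 (-0.51 to 2.41) in Xist cells, from 7 PBS cells, and 0.32 (-0.34 to 0.98) and 0.62 (-0.04 to 1.29) in Y cells.

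**Figure D2:**
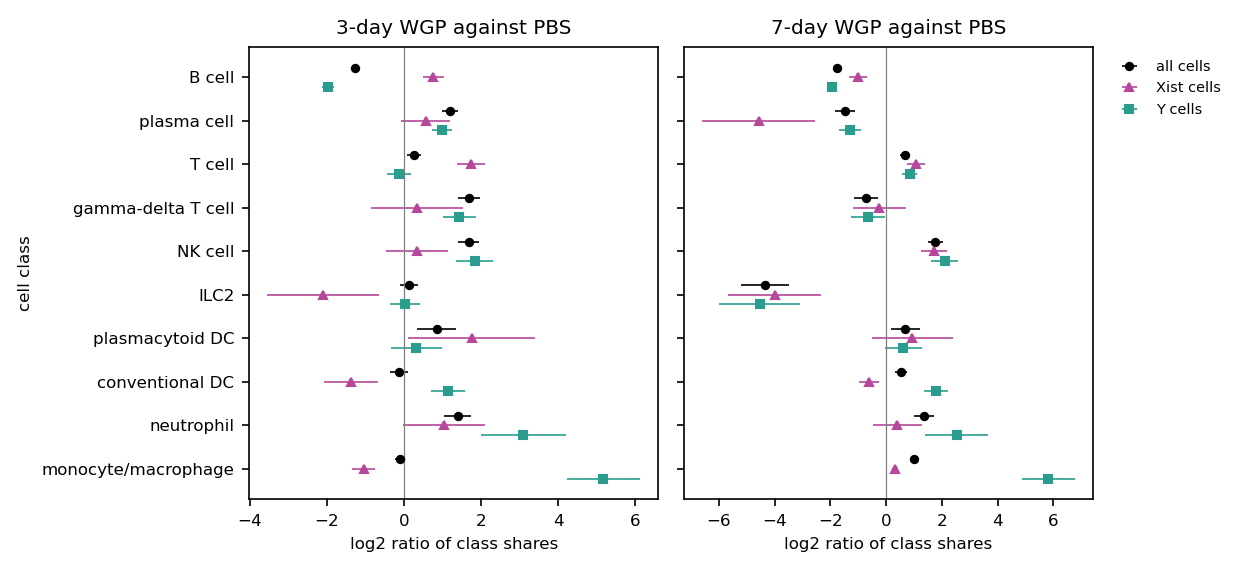
Log2 ratio of each class share to PBS on the horizontal axis for 3-day WGP and 7-day WGP, over all cells (circles), Xist cells (triangles) and Y cells (squares), with 95% intervals for counting error. The 3-day B cell ratio was -1.27 over all cells, 0.77 in Xist cells and -1.97 in Y cells.

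To describe which monocytes and macrophages were present at each time, the 809, 742 and 1405 cells of the class were clustered again. They formed 7 sub-clusters, and the libraries were largely apart. Sub-cluster 1, led by Fcrls, Mgl2 and Gas6, held 69.8% (66.5 to 73.0%) of the PBS cells. Sub-cluster 2, led by Arg1, Saa3 and Gpnmb, held 52.3% (48.6 to 55.9%) of the 3-day WGP cells. Sub-cluster 0, led by Ccl5, Ly6i and Cxcl9, held 48.2% (45.5 to 50.8%) of the 7-day WGP cells. Sub-cluster 2 also held 0.989% of the PBS cells and 15.9% of the 7-day WGP cells. Since sub-clusters 0 and 1 were mostly 1 library each, they may stand for the library and not for a cell type. Sub-cluster 3, led by Vcan, Cxcl10 and Ms4a4c, held 2.97%, 21.2% and 26.8% of the cells, and sub-cluster 4, led by Ear2, Ace and Chil3, 15.1%, 5.39% and 6.83%. Sub-clusters 5 and 6 held 39 and 32 PBS cells, 11 and 12 3-day WGP cells and 0 of 1405 7-day WGP cells, a count whose upper limit is 0.262%. At a resolution of 0.8 there were 11 sub-clusters, and the leading sub-cluster of PBS held 41.4%.

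**Figure D3:**
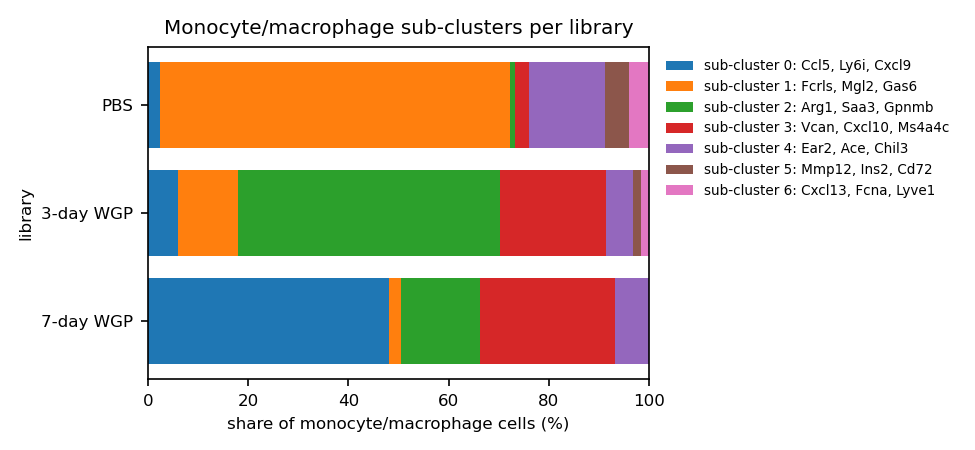
Share of the monocyte/macrophage cells (%) in each of 7 sub-clusters, stacked in 1 bar for each of the PBS, 3-day WGP and 7-day WGP libraries. Sub-cluster 1 held 69.8% of PBS cells, sub-cluster 2 held 52.3% of 3-day WGP cells and sub-cluster 0 held 48.2% of 7-day WGP cells.

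Gene expression within the monocyte/macrophage class was compared with PBS to ask how its activation state differed after WGP. In the clustering of all cells, cluster 10 held 74.9% of this class in PBS, cluster 8 held 56.3% at 3 days and cluster 0 held 76.5% at 7 days. Values within the class therefore compare largely different clusters. The class sums were 8592346, 11289339 and 16620042 UMIs. The median log2 change of 3450 genes was 0.0018 at 3 days and -0.05 at 7 days, and TMM factors moved it to 0.13 and 0.18. Changes are given relative to the class sum, without this shift.

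Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 95.6 (89.1 to 102), 574 (559.9 to 588) and 1442 (1424 to 1460.5) CPM, with log2 ratios of 2.59 (2.48 to 2.69) and 3.92 (3.82 to 4.02). Tnfaip2 (ENSMUSG00000021281, chromosome 12, 111442469 to 111455018) was at 48.2 (43.7 to 53.1), 413 (402 to 425) and 741 (728 to 754) CPM, with ratios of 3.101 (2.96 to 3.25) and 3.94 (3.802 to 4.09). Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), which is similar in sequence to Ly6c1 and so uncertain, was at 231 (221 to 241), 264 (255.1 to 274) and 966 (951 to 981) CPM, with ratios of 0.20 (0.12 to 0.28) and 2.07 (1.999 to 2.13). Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) was at 21.3 (18.3 to 24.6), 921 (903 to 939) and 487 (476 to 498) CPM, with ratios of 5.43 (5.22 to 5.65) and 4.51 (4.30 to 4.73). However, only 5 of the 809 PBS cells had an Arg1 UMI. The intervals of Arg1 treat the 183 UMIs of these cells as independent and are therefore too narrow. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) was at 1090.04 (1068 to 1112), 284 (274 to 294) and 70.9 (66.9 to 75.1) CPM, with ratios of -1.94 (-1.998 to -1.88) and -3.94 (-4.03 to -3.85). Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 0 UMIs in PBS, which allows up to 0.349 CPM, and was at 4.52 (3.36 to 5.94) and 71.7 CPM (67.7 to 75.9) after WGP. With PBS set to that limit, its log2 ratio would be 3.69 at 3 days and 7.68 at 7 days. These 2 values leave out the counting error of the WGP libraries. All chosen genes are protein-coding in the annotation. The largest move of a chosen gene came with the minimum of 1000 UMIs, where Arg1 in the monocyte/macrophage class, log2 ratio of 3-day WGP to PBS, was 8.34.

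Other chosen genes that were higher at both times were Sod2 (ENSMUSG00000006818), with log2 ratios of 2.54 and 3.23, Prdx5 (ENSMUSG00000024953), with 2.19 and 2.44, Fabp5 (ENSMUSG00000027533), with 2.62 and 2.02, and Plac8 (ENSMUSG00000029322), with 0.52 and 1.99. Tnf (ENSMUSG00000024401) had 1.98 and 1.68, and Il6 (ENSMUSG00000025746) had 4.09 (3.26 to 5.06) and 3.71 (2.89 to 4.68) from 12 PBS UMIs. Chil3 (ENSMUSG00000040809) had 0.78 and 0.57, Itgam (ENSMUSG00000030786) 1.34 and 0.39, and Lyz2 (ENSMUSG00000069516), which is similar to Lyz1 and so uncertain, 0.33 and 0.52. Ccr2 (ENSMUSG00000049103) had 0.13 (0.08 to 0.19) and 0.58 (0.53 to 0.63). With the upper count limit at the knee, the 3-day ratios of Ccr2, Plac8 and Lyz2 were -0.24, -0.33 and -0.07, and that of Ccr2 was also below 0 in 2 other alternatives. Il10 (ENSMUSG00000016529) had 2.30 (1.37 to 3.36) and 0.45 (-0.60 to 1.596) from 11 PBS UMIs, so its 7-day difference was not detectable.

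Genes lower at both times were Csf1r (ENSMUSG00000024621), with -0.84 and -0.83, Adgre1 (ENSMUSG00000004730), with -0.63 and -1.23, Maf (ENSMUSG00000055435), with -0.76 and -2.25, Apoe (ENSMUSG00000002985), with -1.11 and -2.08, and C1qa (ENSMUSG00000036887), with -1.405 and -2.02. Mki67 (ENSMUSG00000031004) had -2.83 and -2.06, and its 7-day ratio was 0.34 with log-normalized clustering. H2-Ab1 (ENSMUSG00000073421) was lower at 3 days, at -0.47 (-0.50 to -0.45), and higher at 7 days, at 0.75 (0.73 to 0.77).

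Within Xist cells, 758 from PBS, 78 from 3-day WGP and 558 from 7-day WGP, Il1b had log2 ratios of 1.46 and 4.04, Arg1 2.83 and 4.91, and Mrc1 -0.89 and -3.75. Tnfaip2 had 1.25 and 3.71, and Ly6c2 0.88 and 2.05. Differences at 3 days did not hold within Xist cells for Tnf, at -0.50 (-1.34 to 0.24), Adgre1, at -0.10 (-0.23 to 0.04), and H2-Ab1, at 0.14 (0.10 to 0.19). Il6 and Il10, each at 1.03 (-1.45 to 2.95) from 3 UMIs, were too rare at 3 days to show whether their differences held. At 7 days Il10 was at -0.12 (-1.64 to 1.33). Nos2 had 0 UMIs in Xist cells of PBS and 3-day WGP and 73.9 CPM in 7-day WGP. Y cells of PBS were too few for this comparison.

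**Figure D4:**
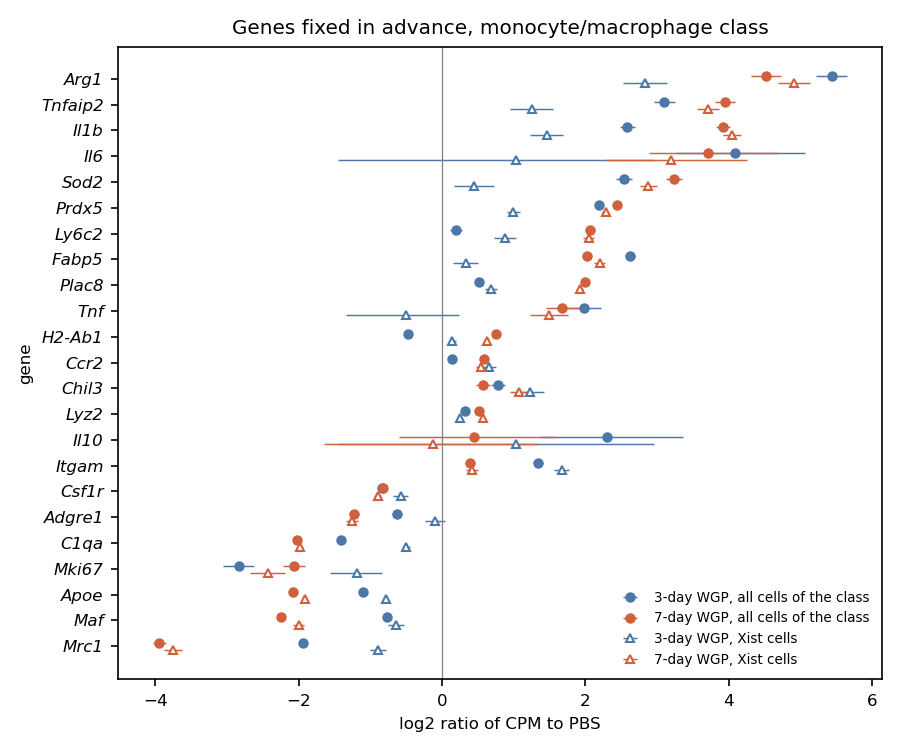
Log2 ratio of CPM to PBS on the horizontal axis for 23 chosen genes in the monocyte/macrophage class of 3-day WGP and 7-day WGP, over all cells (filled points) and in Xist cells (open triangles), with Poisson 95% intervals. Il1b was at 2.59 and 3.92 over all cells and 1.46 and 4.04 in Xist cells.

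The share of monocyte/macrophage cells with at least 1 UMI of a gene gives the same comparison cell by cell. Cells were thinned to 1000 UMIs, which left out 4, 1 and 0 cells of this class and 11, 9 and 1 B cells, which served as background. Median depth before thinning was 10033, 14029.5 and 10810 UMIs in this class and 3627.5, 3922 and 4865 in B cells. Il1b was seen in 6.21% (4.64 to 8.11%), 23.1% (20.1 to 26.3%) and 50.5% (47.8 to 53.1%), against 0.165%, 0.405% and 0.647% of B cells, and without thinning in 19.7%, 43.5% and 72.4%. Ly6c2 was seen in 9.07% (7.18 to 11.3%), 14.3% (11.9 to 17.04%) and 41.9% (39.3 to 44.6%), against 0.988%, 1.75% and 1.29% of B cells, and without thinning in 17.1%, 34.8% and 75.2%. Tnfaip2 was seen in 4.97%, 27.0% and 41.9%, against 0%, 0.135% and 0.216%, and without thinning in 27.1%, 73.2% and 86.4%. The removal of thinning moved Tnfaip2 at 3 days most of all the alternatives tried.

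Ccr2 was seen in 26.6% (23.6 to 29.8%), 26.7% (23.6 to 30.1%) and 43.3% (40.7 to 45.9%), against 0.275%, 0.135% and 0% of B cells, and without thinning in 44.7%, 44.7% and 74.02%. Arg1 was seen in 0.124%, 25.1% and 12.8%, against 0%, 0.135% and 0.216% of B cells, so that the PBS share was at background, and without thinning in 0.618%, 42.3% and 21.4%. Mrc1 was seen in 49.6%, 21.997% and 4.98%, against 0.439%, 0.135% and 0%, and without thinning in 75.4%, 54.0% and 21.6%. C1qa was seen in 79.01%, 57.0% and 35.4%, against 0.2197%, 0.405% and 0%, and without thinning in 84.1%, 76.3% and 49.8%. Mki67 was seen in 5.09%, 1.35% and 1.99%, against 0.439%, 1.21% and 0.431% of B cells. The 3-day share was therefore near that of B cells. Whether B cells carry Mki67 of their own was not measured, so their share may not be background for this gene. Without thinning the monocyte/macrophage shares were 12.6%, 12.9% and 15.7%, and no order is read from them. A B cell share of 0% had an upper limit of 0.202% in PBS and 0.792% in 7-day WGP.

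Gene lists were compared within the same class to ask which programs differed, again largely between clusters 10, 8 and 0. The pro-inflammatory list of 12 genes had median log2 changes of 1.05 (0.94 to 1.12, percentile 100) and 2.35 (2.26 to 2.44, percentile 100), with 0.03 and 2.43 in Xist cells. The M2-associated list of 11 genes had -1.64 (-1.72 to -1.56, percentile 0) and -3.76 (-3.81 to -3.67, percentile 0), with -0.54 and -3.03 in Xist cells. Its genes are Mrc1, Cd163, Maf, Apoe, Il10, Retnla, Ccl24, Folr2, Cd209f, Mgl2 and Irf4. Of these, Mrc1, Cd163, Maf and Folr2 also served as markers of resident macrophages in the naming of clusters. Arg1 and Chil3 are not on the list and were higher at both times. The glycolysis list of 15 genes had 1.19 (percentile 100) and 1.42 (percentile 100), with 0.32 and 1.41 in Xist cells. The interferon-gamma response list of 15 genes had 0.49 (percentile 99.9) and 2.28 (percentile 100), with 0.27 and 1.85 in Xist cells. Of the alternatives tried, the pseudocount of 50 CPM moved a list most, giving the M2-associated list -2.07 at 7 days.

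The MHC class II list of 8 genes was lower at 3 days, at -0.40 (percentile 5.49), and higher at 7 days, at 0.73 (percentile 99.8). In Xist cells it was higher at both times, at 0.16 and 0.52, so the fall at 3 days did not hold there. The NADPH oxidase and ROS list of 12 genes had 0.91 (percentile 99.95) and 0.86 (percentile 99.95), with 0.33 and 0.89 in Xist cells. All 12 genes were higher at both times over all cells of the class, Sod2 most and Rac2 least. The list joins oxidase genes such as Cybb and Ncf1 with Sod2, Prdx5, Gpx1, Txn1, Hmox1 and Nos2. Its median is therefore not a measure of ROS production. The phagocytosis receptor list of 12 genes had 0.57 (percentile 99.7) and 0.27 (percentile 89.4), with 0.17 and 0.27 in Xist cells. The oxidative phosphorylation list of 18 nuclear genes had 0.03 (percentile 31.4) and 0.18 (percentile 89.95), with -0.03 and 0.23 in Xist cells, and stayed within the middle 95% of random lists at both times. The cell cycle list of 16 genes had -1.74 (percentile 0) and -1.76 (percentile 0), with -0.31 and -1.79 in Xist cells. The dissociation stress list of 14 genes had 0.58 (percentile 99.8) and 0.63 (percentile 99.7), with 0.93 and 0.82 in Xist cells. The lists overlap, since Nos2 is on the pro-inflammatory and ROS lists, and Cxcl9 and Cxcl10 are on the pro-inflammatory and interferon-gamma lists.

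**Figure D5:**
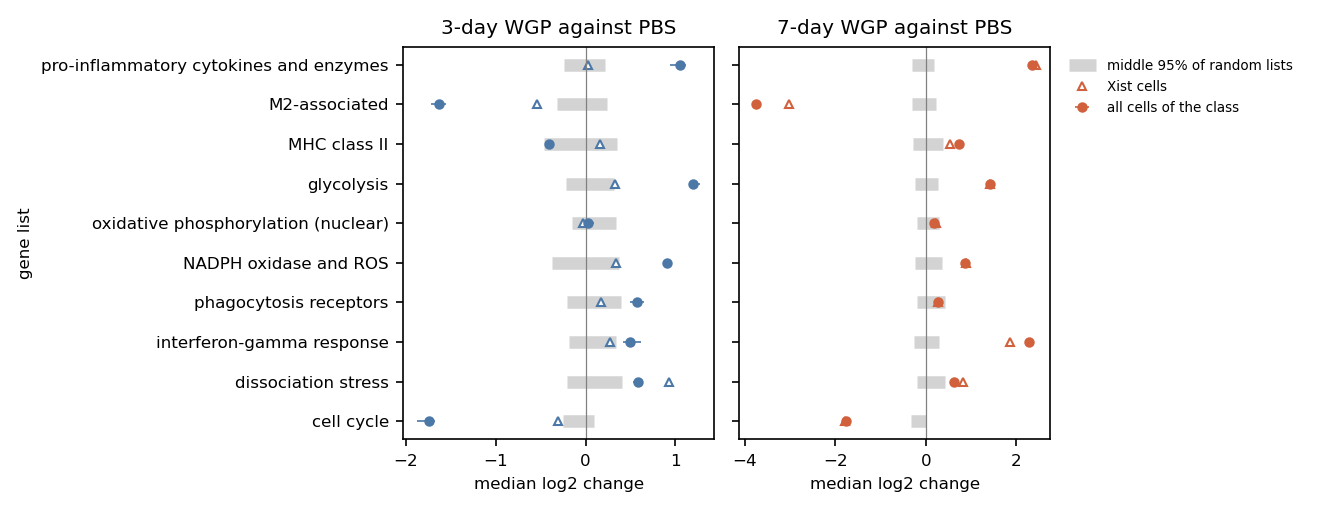
Median log2 change to PBS on the horizontal axis for 10 gene lists in the monocyte/macrophage class of 3-day WGP and 7-day WGP, over all cells (circles, with counting intervals) and in Xist cells (triangles), with grey bars for the middle 95% of random lists. The M2-associated list was at -1.64 and -3.76 over all cells and -0.54 and -3.03 in Xist cells.

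The size rule asked which genes of each class changed most from PBS to 7-day WGP. In the monocyte/macrophage class, Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) was at 13.6 (11.3 to 16.3), 174 (166 to 182) and 1809 (1789 to 1829.9) CPM, with log2 changes of 2.96 and 6.27. The other genes highest at 7 days were Acod1 (ENSMUSG00000022126), with 4.39 and 4.93, Clec4e (ENSMUSG00000030142), with 4.43 and 4.33, Cxcl10 (ENSMUSG00000034855), with 0.11 and 4.27, and Ly6i (ENSMUSG00000022586), similar to Ly6a and so uncertain, with 0.89 and 4.23. Fcrls (ENSMUSG00000015852, chromosome 3, 87250758 to 87263738) was at 504 (489 to 519.5), 26.4 (23.5 to 29.6) and 3.13 (2.34 to 4.10) CPM, with changes of -3.82 and -5.29. The other lowest genes were Mgl2 (ENSMUSG00000040950), with -2.89 and -4.48, Pf4 (ENSMUSG00000029373), with -1.75 and -4.42, Cd163 (ENSMUSG00000008845), with -2.08 and -4.11, and Lyve1 (ENSMUSG00000030787), with -1.41 and -4.02. With a pseudocount of 1 or of 50 CPM, 4 of these 10 genes were named again.

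Within Xist cells, the 7-day changes of these 10 genes kept their directions, from 3.56 to 5.44 for the higher genes and from -5.46 to -3.67 for the lower ones. At 3 days, Cxcl10 (-0.46) and Lyve1 (0.51) went the other way in Xist cells, and Ly6i was at 0.12. Lyve1 was also at 0.15 at 3 days with the upper count limit at the knee.

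The size rule was also applied to B, T and NK cells and conventional DCs. In B cells, Lyz2 (ENSMUSG00000069516) was at 19.3, 62.3 and 72.4 CPM, while free RNA held 4281, 7356 and 10488 CPM of it. Serpina3g (ENSMUSG00000041481) changed by 0.05 and 1.38, Ccl5 by -0.70 and -1.67, and Fosb (ENSMUSG00000003545), a gene of the dissociation stress list, by -0.57 and -1.22. The 3-day change of Ccl5 was 1.45 when each library was clustered on its own and 0.96 with the upper count limit at the knee. In T cells, led by cluster 9 in PBS and 3-day WGP and by cluster 11 in 7-day WGP, Cxcl10 changed by 0.14 and 3.20 and Ifitm3 (ENSMUSG00000025492) by 0.58 and 2.52. Fosb changed by -1.18 and -1.77 and Dapl1 (ENSMUSG00000026989) by -0.0032 and -1.06. The 3-day change of Ifitm3 was -0.24 after free RNA was subtracted and -0.08 with the upper count limit at the knee.

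In NK cells, Ube2c (ENSMUSG00000001403) was at 3.099 (0.375 to 11.2), 62.5 (52.2 to 74.3) and 88.8 (77.8 to 100.8) CPM, from 2 PBS UMIs. Gm12840 (ENSMUSG00000086320), a lincRNA, was at 4.65 (0.959 to 13.6), 9.77 (5.97 to 15.1) and 68.5 (58.9 to 79.2) CPM, from 3 PBS UMIs. The 7-day change of Ube2c was the value of the size rule moved most, from 2.91 to 0.42 with the upper count limit at the knee. The B cell genes Ly6d (ENSMUSG00000034634) and Ebf1 (ENSMUSG00000057098) changed in NK cells by -1.05 and -2.35 and by -2.12 and -2.15, from 35 and 34 PBS UMIs. In conventional DCs, led by cluster 14 in PBS and 7-day WGP and by cluster 16 in 3-day WGP, Ifitm1 (ENSMUSG00000025491) was at 21.1, 250.04 and 998 CPM and Ly6a (ENSMUSG00000075602), similar to Ly6i and so uncertain, at 21.6, 144 and 619 CPM. Mgl2 was at 302, 18.8 and 61.3 CPM and Mrc1 at 88.6, 6.17 and 15.3 CPM. With a minimum of 200 CPM, 0 of the 4 genes named in each of B, T and NK cells were named again.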

Values the study reported

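The study reported 11,132 cells from the 3 single-cell samples together. Its methods state an FDR limit of 0.01 for calling cells, with barcodes of over 30% mitochondrial or over 40% ribosomal content removed.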

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

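The tests of the mix of Xist and Y cells were chosen only after the results were seen, and the other tests here were planned. None of the differences below was tested, since there was 1 library per group.

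Plasma cells moved in opposite directions at the 2 times, which is why they are singled out. Their log2 share ratio to PBS was 1.19 at 3 days and -1.48 at 7 days, and the difference between the times was not tested. The tables argue against several technical explanations for the lower 7-day share. Within Y cells the 7-day ratio was -1.30, so a different mix of Xist and Y cells was not the whole cause. Outside the monocyte/macrophage class it was -1.19, so growth of that class was not either. A count of cells by marker genes, without clusters, gave -1.14, against the clustering and naming of cells, and -1.81 after thinning to 1000 UMIs, against a difference in depth. The same counts gave 0.91 and 1.71 at 3 days. The unnamed cluster 17, which carried plasma cell markers at a median of 756 UMIs, held 4.14% of 3-day WGP cells, so the 3-day share depends on whether such cells are counted. Differences between single mice or between dissections could not be separated from WGP in this design. A rise and later fall of plasma cells after WGP remains a hypothesis, found and examined on the same data.

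Gamma-delta T cells also moved in opposite directions, with log2 share ratios of 1.69 at 3 days and -0.71 at 7 days, and the difference was not tested. A different mix of Xist and Y cells as the whole cause is argued against, since the 7-day ratio within Y cells was -0.66 (-1.27 to -0.05). Within Xist cells the 7-day ratio was -0.24 (-1.20 to 0.71), which cannot decide because its interval includes 0. The other explanations stay open for the 7-day fall. Outside the monocyte/macrophage class the ratio was -0.41 (-0.84 to 0.02), so growth of that class may account for it. The marker count without clusters gave 0.15 (-0.19 to 0.48), and -0.00087 (-0.48 to 0.48) after thinning to 1000 UMIs. The clustering and naming of cells and the difference in depth cannot be told apart from a fall, because the marker count also takes other cells. Of 134 cells it counted at 7 days, 54 were in the T cell class, against 17 of 141 in PBS. At 3 days the marker count gave 1.51, and 1.84 after thinning. Single mice and WGP also cannot be separated here.

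Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700, protein-coding) was abundant in barcodes of at most 100 UMIs, which no comparison of classes uses. It was at 4205 CPM of those barcodes in 3-day WGP (4141 to 4270) and 4357 CPM in 7-day WGP (4297 to 4417), against 112 CPM in PBS (102 to 123). The difference from PBS was not tested. Kept cells held 3181, 2385 and 55.7 CPM of it in 3-day WGP, 7-day WGP and PBS. The ratio of barcodes without cells to kept cells was 1.32 in 3-day WGP and 1.83 in 7-day WGP, against medians of 1.03 and 1.24 for 9 other leading genes of the Arg1 macrophage cluster. Saa3 thus stood at 1.28 and 1.47 times those genes, which is consistent with RNA released from the captured macrophages. In PBS the ratio was 2.01 against a median of 0.862, or 2.33 times, so Saa3 stood highest over those genes in the library with 45 cells of the cluster. Release from cells that were not captured was not tested, and no biological explanation was tested.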

How the results depend on the processing

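All the alternatives were planned except the glycolysis list with Aldoa, which was chosen after seeing the data. The libraries had no replicates, so a result is said to have moved when its value under an alternative lay outside its counting interval. Intervals of UMI sums leave out differences between cells, so a move of a gene value past them can be small. The cause of a move was not tested unless it is stated.

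No paired analysis was possible because there was 1 library per group and the labels share only replicate number 1.

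Of 20 class ratios, 17 had an interval that excludes 0, and 15 of these kept their sign in every alternative that gave a value. The exceptions were T cells at 3 days and plasmacytoid DCs at 7 days. Unless stated otherwise, sign changes of class ratios below are those of these 17 ratios. The 20 medians of gene lists kept their sign in 262 of 262 values under alternatives. For 98 gene changes, 1163 of 1174 values were not counted as reversed. A gene change was counted as reversed only if its own interval excluded 0, so sign changes of the others are not in this count. Among class shares, 72 of 228 values moved. Among the chosen genes, 190 of 506 moved and 6 reversed, and among genes of the size rule 238 of 668 moved and 5 reversed. Among shares of cells with a UMI, 68 of 240 moved, and among free RNA values with barcodes of at most 50 UMIs, 15 of 24 moved.

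The upper count limit at the knee moved the most results. Ratios of shares moved to -1.55 at 7 days for B cells, 0.25 at 7 days for T cells, 0.23 at 3 days and 1.41 at 7 days for conventional DCs, -0.97 at 3 days and 0.74 at 7 days for the monocyte/macrophage class and 3.89 at 3 days and -0.66 at 7 days for plasma cells. Among ratios whose interval excludes 0, the sign changed for T cells, to -0.010 at 3 days. Among ratios whose interval includes 0, the sign also changed at 3 days. Conventional DCs went from -0.12 to 0.23 and ILC2 from 0.14 to -0.03. Direction reversed for Ccl5 in the B cell class, to 0.96 at 3 days, Ccr2 in the monocyte/macrophage class, to -0.24 at 3 days, Ifitm3 in the T cell class, to -0.076 at 3 days, Lyve1 in the monocyte/macrophage class, to 0.15 at 3 days, Lyz2 in the monocyte/macrophage class, log2 ratio of 3-day WGP to PBS, to -0.066 and Plac8 in the monocyte/macrophage class, to -0.33 at 3 days. Among gene lists, medians moved to -0.58 at 3 days (M2-associated), -3.41 (median log2 change of the M2-associated list, 7-day WGP against PBS), 0.38 at 7 days (MHC class II), 0.67 at 3 days and 0.80 at 7 days (ROS), -0.37 at 3 days and -0.63 at 7 days (cell cycle), 0.81 at 3 days (glycolysis), 0.24 at 7 days (oxidative phosphorylation), 0.68 at 3 days (phagocytosis) and 0.81 at 3 days and 2.05 at 7 days (pro-inflammatory). From the size rule, 2 of 4 for B cells, 1 of 4 for NK cells, 1 of 4 for T cells, 1 of 4 for conventional DCs and 6 of 10 for the monocyte/macrophage class were named again. The limit removes the deepest cells by construction. The cause of the single moves was not tested.

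When each library was clustered on its own, classes were named without cells of the other libraries. Among class ratios, the values that moved were -1.04 at 3 days for B cells, 0.047 at 7 days for T cells, 0.96 at 7 days for conventional DCs, 0.028 at 3 days for the monocyte/macrophage class and 0.092 at 3 days for plasmacytoid DCs. Sign changes of share ratios whose interval excludes 0 were -0.25 at 3 days for T cells and -0.88 at 7 days for plasmacytoid DCs. The 3-day monocyte/macrophage ratio, whose interval includes 0, also changed sign, from -0.11 to 0.028. Gene changes reversed for Ccl5 in the B cell class, to 1.45 at 3 days. List medians moved to -1.37 at 3 days (M2-associated), -2.63 (median log2 change of the M2-associated list, 7-day WGP against PBS), -0.22 at 3 days and 0.87 at 7 days (MHC class II), -1.59 at 7 days (cell cycle), 0.65 at 3 days (dissociation stress) and 2.44 at 7 days (pro-inflammatory). Of genes first named by the size rule, there remained 1 of 4 for B cells, 1 of 4 for T cells and 2 of 4 for conventional DCs. The cause was not tested.

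With log-normalized values and no regression the clusters changed. Shares moved on the log2 scale to -0.38 at 3 days for conventional DCs. A reversed direction was seen for Ccr2 in the monocyte/macrophage class, log2 ratio of 3-day WGP to PBS, to -0.0058, and Mki67 in the monocyte/macrophage class, to 0.34 at 7 days. Medians of gene lists became -1.80 at 3 days (M2-associated), -3.86 (median log2 change of the M2-associated list, 7-day WGP against PBS), -0.52 at 3 days and 0.64 at 7 days (MHC class II), -0.43 at 3 days and -0.46 at 7 days (cell cycle), 1.28 at 3 days (glycolysis) and 0.23 at 7 days (oxidative phosphorylation). The size rule named again 1 of 4 for NK cells and 2 of 4 for conventional DCs. The cause was not tested.

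At a clustering resolution of 0.4 the clusters were broader. Class ratios became 0.20 at 7 days for T cells and 0.89 at 7 days for the monocyte/macrophage class. With a changed sign, class ratios were -0.10 at 3 days for T cells. Direction reversed for Ccr2 in the monocyte/macrophage class, to -0.11 at 3 days. For gene lists, the medians that moved were -3.63 at 7 days (M2-associated), 0.57 at 7 days (MHC class II), -0.61 (median log2 change of the MHC class II list, 3-day WGP against PBS), 0.85 at 3 days (ROS), -1.54 at 7 days (cell cycle), 0.51 at 3 days and 0.54 at 7 days (dissociation stress), 1.15 at 3 days and 1.31 at 7 days (glycolysis) and 0.88 at 3 days (pro-inflammatory). Named again by the size rule were 1 of 4 for T cells. At a resolution of 1.6, few of these results moved. From the size rule, 0 of 4 for NK cells and 2 of 4 for T cells were named again. The cause was not tested.

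For the sub-clusters of the monocyte/macrophage class, a resolution of 0.2 gave a leading sub-cluster with 74.4% of the 7-day WGP cells. A resolution of 0.8 gave 11 sub-clusters, whose leading ones held 41.4% of PBS, 33.4% of 3-day WGP and 35.7% of 7-day WGP cells. A higher resolution splits clusters by construction.

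With a minimum of 1000 UMIs in place of the free RNA test, cells were fewer. Log2 share ratios moved to 2.13 at 7 days for NK cells and 1.15 at 7 days for the monocyte/macrophage class. Among gene lists, medians moved to 1.47 at 7 days (glycolysis). Of genes first named by the size rule, there remained 0 of 4 for NK cells and 1 of 4 for T cells. With a mitochondrial limit of 10%, more cells were removed. Ratios of shares moved to 0.17 at 7 days for T cells. Class ratios that changed sign were -0.20 at 3 days for T cells. List medians moved to -3.84 at 7 days (M2-associated). The size rule named again 1 of 4 for NK cells and 1 of 4 for T cells. Without doublet removal, few of these results moved. Medians of gene lists became -1.497 (median log2 change of the cell cycle list, 3-day WGP against PBS). Named again by the size rule were 2 of 4 for NK cells and 1 of 4 for conventional DCs. The cause was not tested.

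TMM factors shift every gene of a library alike, by construction, and raised the list medians. For gene lists, the medians that moved were -1.502 (median log2 change of the M2-associated list, 3-day WGP against PBS), -3.52 (median log2 change of the M2-associated list, 7-day WGP against PBS), -0.27 at 3 days and 0.99 at 7 days (MHC class II), 1.04 at 3 days and 1.11 at 7 days (ROS), -1.64 at 3 days and -1.58 at 7 days (cell cycle), 0.71 at 3 days and 0.88 at 7 days (dissociation stress), 1.32 at 3 days and 1.68 at 7 days (glycolysis), 2.54 at 7 days (interferon-gamma), 0.16 at 3 days and 0.44 at 7 days (oxidative phosphorylation), 0.69 at 3 days and 0.52 at 7 days (phagocytosis) and 2.47 at 7 days (pro-inflammatory).

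With the mean of each cell's CPM, each cell counts alike. Among gene lists, medians moved to -1.44 at 3 days (M2-associated), -3.53 (median log2 change of the M2-associated list, 7-day WGP against PBS), -0.34 at 3 days and 0.62 at 7 days (MHC class II), 0.85 at 3 days and 0.79 at 7 days (ROS), -1.33 at 3 days and -1.42 at 7 days (cell cycle), 0.12 at 3 days (oxidative phosphorylation) and 2.06 at 7 days (pro-inflammatory). From the size rule, 2 of 4 for B cells, 1 of 4 for NK cells and 2 of 4 for T cells were named again. The cause was not tested.

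A pseudocount of 1 CPM widens the changes of genes of low CPM by construction. List medians moved to -3.92 (median log2 change of the M2-associated list, 7-day WGP against PBS), 1.27 at 3 days (ROS), -2.85 (median log2 change of the cell cycle list, 3-day WGP against PBS), -2.75 (median log2 change of the cell cycle list, 7-day WGP against PBS), 0.64 at 3 days and 2.52 at 7 days (interferon-gamma) and 2.22 at 3 days and 3.29 at 7 days (pro-inflammatory). Of genes first named by the size rule, there remained 2 of 4 for T cells and 4 of 10 for the monocyte/macrophage class. A pseudocount of 50 CPM narrows them. Medians of gene lists became -1.42 at 3 days and -2.07 at 7 days (M2-associated), 0.64 at 7 days (MHC class II), 0.84 at 3 days and 0.75 at 7 days (ROS), -0.70 at 3 days and -0.71 at 7 days (cell cycle), 0.50 at 3 days and 0.54 at 7 days (dissociation stress), 1.03 at 3 days and 1.27 at 7 days (glycolysis), 0.36 at 3 days and 1.55 at 7 days (interferon-gamma), 0.42 at 3 days (phagocytosis) and 0.32 at 3 days and 1.001 at 7 days (pro-inflammatory). The size rule named again 1 of 4 for NK cells and 4 of 10 for the monocyte/macrophage class.

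With Aldoa on the glycolysis list, its median moved to 1.28 at 3 days and was 1.43 at 7 days, by the addition of a gene.

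After free RNA was subtracted, 1 gene change was counted as reversed. Gene changes reversed for Ifitm3 in the T cell class, to -0.24 at 3 days. Named again by the size rule were 2 of 4 for NK cells and 2 of 4 for T cells. The cause was not tested. With a minimum of 200 CPM, genes below it could not be named. From the size rule, 0 of 4 for B cells, 0 of 4 for NK cells and 0 of 4 for T cells were named again. With no filter on low values, more genes could be named. Of genes first named by the size rule, there remained 1 of 4 for B cells and 2 of 4 for T cells.

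Some alternatives gave no value. Neutrophils had none with the minimum of 1000 UMIs or the upper count limit at the knee, conventional and plasmacytoid DCs had none at a resolution of 0.4, and ILC2 had none at 7 days when each library was clustered on its own. Depth limits the rarest gene values, such as Nos2 with 0 PBS UMIs and Il6 with 12 PBS UMIs. Cell number limits others, such as the 9 PBS Y cells of the monocyte/macrophage class and the 11 ILC2 of 7-day WGP.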

Other observations

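The tests of sex mix, of free Xist RNA, of pooled sexes, of separate droplet runs, of low depth, of Y transcripts in macrophages, of a different response of the sexes, of free RNA of peritoneal cells and of macrophages changed in place were chosen only after the results were seen. The others here were planned.

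The mix of Xist and Y cells differed between the libraries. Free Xist RNA in droplets of male cells is argued against, since 2.71% of cells of at least 5000 UMIs with a Y UMI also had an Xist UMI. Male and female mice pooled into each library could give both kinds of cell. Of the pairs of class and library with at least 30 sexed cells, 29 of 29 held both kinds. This count cannot decide how the cells were pooled, since few cells of a kind are enough. The PBS monocyte/macrophage class held 9 Y cells beside 758 Xist cells. The study used male and female mice, but how many of each went into a library is not given in the sources used here, so sex and single mice could not be separated.

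Few PBS cells had both Xist and Y UMIs. Low depth is argued against, since only 0.154% of PBS cells of at least 5000 UMIs had both. Among PBS droplets with markers of 2 classes and a sex-linked UMI, 0.557% (2 of 359) had both kinds, against 37.2% from random pairs. The shares were 7.64% (22 of 288) against 30.1% in 3-day WGP, and 15.3% (15 of 98) against 48.2% in 7-day WGP. Male and female cells captured in separate droplet runs in PBS could give this, but free RNA in B cells does not settle it. Lyz2 was higher in Xist than in Y B cells in every library and most so in PBS, at 55.1 and 4.53 CPM in PBS, 134.7 and 33.1 CPM in 3-day WGP, and 125.8 and 46.4 CPM in 7-day WGP. Acinar markers were alike in PBS, at 165 and 182 CPM, and were at 118 and 199 CPM in 3-day WGP and 192 and 150 CPM in 7-day WGP. Erythroid markers were alike in PBS, at 58.0 and 56.8 CPM, and differed in 3-day WGP, at 55.6 and 18.5 CPM, and in 7-day WGP, at 56.3 and 13.7 CPM. Aggregates of cells from the same animal could also give few mixed droplets and were not excluded.

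The B cell share was lower in both WGP libraries than in PBS. A different mix of Xist and Y cells is argued against at both times. In PBS, B cells were 51.4% of Y cells and 15.02% of Xist cells, so a shift toward Y cells would raise their share. Among Xist and Y cells together, the mix alone would give log2 ratios of 0.55 (0.502 to 0.594) and 0.24 (0.198 to 0.280), against -1.08 (-1.22 to -0.936) and -1.50 (-1.68 to -1.35) seen. At 3 days the ratio was -1.97 within Y cells and 0.77 within Xist cells, so the fall was not seen in Xist cells, and a response that differs between mice stays open.

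PBS monocyte/macrophage cells were nearly all Xist cells, and most PBS B cells were Y cells. Rare detection of Y transcripts in macrophages is argued against, since 86.0% of 3-day WGP monocyte/macrophage cells with a sex-linked UMI were Y cells. Other explanations, among them a difference in the tissue taken from single mice, are left open and no test of them is given.

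Monocyte/macrophage Xist and Y cells of 3-day WGP differed from each other. Xist cells changed less from PBS than the whole class for many genes and lists, but more for Ly6c2 (log2 ratio of 0.88 against 0.20), Ccr2 (0.65 against 0.13), Itgam (1.67 against 1.34), Chil3 (1.23 against 0.78), Plac8 (0.68 against 0.52) and the dissociation stress list (0.93 against 0.58). Barcodes carried over from the PBS library are argued against, since 0% (0 of 415) of 3-day WGP Xist cells had a barcode among the PBS cells, and 0.206% of Y cells did. The exact upper limit of the share of 0% is 0.885%. A different response of male and female mice stays open and cannot be told apart from a difference between single mice. At 3 days Y cells differed from Xist cells by 0.75 (pro-inflammatory list), -1.22 (M2-associated list), -1.70 (cell cycle list), 2.68 (Arg1) and -0.85 (Ly6c2). At 7 days these were 0.34, -0.47, 0.13, -0.72 and 0.19.

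The Arg1 macrophage cluster carried genes of a list of peritoneal macrophages. In its 45 PBS, 418 3-day WGP and 302 7-day WGP cells, Gata6 was at 16.7, 14.5 and 5.23 CPM, Prg4 at 862, 280.4 and 121 CPM, and Alox15 at 475, 109.8 and 71.2 CPM. The cluster's name does not describe its PBS cells, since only 5 of the 809 PBS monocyte/macrophage cells had an Arg1 UMI. The PBS and WGP cells of the cluster may not be 1 population, so no fall of these genes within a population is read from them. Free RNA of peritoneal cells is argued against, since the list was at least 11.6 times higher in the cluster than in B cells. Doublets of a peritoneal macrophage and another cell stay open. After thinning, 29.5% of the cluster's 3-day WGP cells and 21.9% of its 7-day WGP cells had a UMI of the list with Icam2 left out (7 genes), against 86.7% in PBS, and without thinning 68.3% and 61.6%, against 95.6%. The resident cluster was not far below the WGP values, at 18.6%, 20.8% and 17.9% of its PBS, 3-day WGP and 7-day WGP cells, and 48.3%, 49.5% and 53.6% without thinning. In PBS this rests on Fcna (1577 UMIs) and Timd4 (546 UMIs), since Prg4 had 2 UMIs there, Gata6 and Alox15 had 1 each, and Selp and Lrg1 had 0. In the Ly6C-high cluster these shares were at most 5.38% after thinning and 21.1% without, and in B cells at most 0.2699% and 1.48%. Resident pancreatic macrophages changed in place stay open as well, though 5 of the 8 genes (Icam2, Prg4, Selp, Alox15 and Lrg1) were over 4 times higher in the cluster than in the resident cluster of PBS by more than counting error, and Gata6 was higher from few UMIs. Peritoneal macrophages that entered the pancreas or its sample could give the same values, and the labels do not tell these apart.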
